A study of Mus musculus with 8 samples. Its data were reported in "Multimodal stimulation screens reveal unique and shared genes limiting T cell fitness" (2024).

How the data were processed

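RNA-seq was performed on CD8 T cells from the spleen of OT-I/Cas9 mice. According to the methods of the study, the cells were primed with anti-CD3 and anti-CD28, so the resting cells had been stimulated once before. They were transduced with a retrovirus carrying sgCtrl or sgIcam1 and selected with puromycin, in medium with IL-2 at 10 ng/ml, IL-7 and IL-15. The later stimulation medium held IL-2 at 10 ng/ml without IL-7 and IL-15. Activated cells were then kept for 24 h on plates coated with anti-CD3, and RNA of resting and activated cells was isolated in parallel. According to the same methods, libraries came from a stranded kit for poly(A) RNA. Groups were taken from the sample titles, with 2 libraries in each of 4 groups and no library left out.

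The authors aligned the reads to GRCm38 with STAR 2.6.0c and counted reads per gene with HTSeq 0.11.4, and their own tests used DESeq2 1.24.0 (versions from the submitters' processing notes, while the paper names later versions of DESeq2, so the version used is uncertain). The methods of the study say that sequencing batch was a covariate in its DESeq2 models, but the labels give no batch for these libraries, so none could be modelled here. The deposited table holds whole-number counts per gene with no normalization, and its values were checked to be whole numbers at or above 0. Every column matched 1 library, and 0 columns of other samples were present. HTSeq in its default mode drops reads that align to several places and reads that overlap several genes, so genes of families with similar sequences (granzymes, Ccl chemokines, guanylate-binding proteins, Bcl2a1 copies, Tgtp and H2 genes) and overlapping genes are undercounted by an unknown amount and are uncertain. Protein-coding genes held 97.7% to 98.5% of counts and genes of antisense biotype 0.0597% to 0.09%, so counts were not taken from the wrong strand. The methods of the study give default settings for HTSeq, which count by strand and, with a kit that yields reads of the reverse strand, would count the wrong one. Since the values do not show that, the strand setting used stays open, and genes that overlap on opposite strands are also uncertain. Of 221 genes named by the rule below, 3 overlapped another gene on the same strand and 3 on the opposite strand over more than 25% of their exons. For Icam1 that share was 11.7%, with a gene model on the opposite strand. Coordinates are those of the GRCm38 gene annotation used here, counted from 1. When gene coordinates were compared, 185 of the 221 were the same. The methods of the study name no annotation release for these counts, so an overlapping gene model may not have been part of the counting.

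Library totals ran from 23486476 to 31036420 counts, a ratio of 1.32, and the 20 most abundant genes took 8.22% to 10.2% of counts. Genes were kept with edgeR's filterByExpr at a minimum count of 10, which left 14422 of 49585. Scaling was by TMM (factors 0.975 to 1.03). The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3, robust fit) on a model with 1 mean per group over all 8 libraries, which gives 4 residual degrees of freedom and 1 shared estimate of the spread (biological coefficient of variation 0.0473). All p-values of genes in the text are from this test with Benjamini-Hochberg adjustment over the 14422 genes at a threshold of 0.05, unless another tool is named, and are two-sided. Standard errors are of the log2 fold change and were computed from the fold change and its F statistic. With 2 libraries per group an exact permutation test of 1 gene cannot go below p = 0.333, so none is given. CPM values are means ± SD over 2 libraries. Floors cover counting error only, and intervals over genes treat genes as independent and leave out the spread between libraries.

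The comparisons were sgIcam1 with sgCtrl in resting and in activated cells, activated with resting cells for each guide, and the interaction. The groups, tests, named genes, gene lists and most alternatives were fixed before the data were examined. The 34 lists were taken from textbook T cell biology before the count table was seen but after the paper, and the first lines of its supplementary table of differential expression, had been read, so they are not blind to the result of the study. They cover cytokines, chemokines, cytotoxic machinery, costimulation, inhibition, immediate early genes, NF-kB, naive and memory, terminal effector, G1/S, G2/M, pro- and anti-apoptotic genes, adhesion, 2 interferon responses, IL-2 and STAT5, glycolysis, hypoxia, cholesterol, amino acids, unfolded proteins, MYC, oxidative phosphorylation, CD8 identity, 3 lists of RNA quality and 6 of other cell types. The 32 lists with at least 5 measured members were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists within each comparison, with an estimated correlation and fry as alternatives. fry tests whether the genes of a list move on balance one way, without setting them against other genes. With the estimated correlation adjusted p rose also where the estimate lay below 0.01. The estimate was 0.00498 for G2/M genes in resting cells and -0.0183 for terminal effector genes in activated cells. A call lost in this setting is therefore not by itself a sign that the genes of a list are correlated.

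Genes were named by rule. For the resting, activated and interaction comparisons these were up to 10 per direction with the largest fold change among genes past the threshold with at least 5 CPM in the higher group and, except for the interaction, no overlap of the groups. For activation these were up to 5 per direction in sgCtrl. Up to 4 members of each list with the smallest p were added (where none passed, the 2 with the highest level, and for RNA quality and other cell types the 3 with the highest level). Icam1, Icam2, Itgal, Itgb2, Ifng, Tnf, Il2, Gzmb, Prf1, Pdcd1, Fas and Mki67 were always taken. Predicted genes without an established symbol kept their place and are counted only, 1 of the 10 lower genes in activated cells, 1 of the 5 higher genes with activation and 1 of the 10 lower genes of the interaction.

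Alternatives were median-of-ratios size factors, library totals, removal of mitochondrial, ribosomal and small RNA, DESeq2 1.42.0, limma-voom, other filters on low counts, only the libraries compared, the replicate number as a block, other thresholds and leaving out each library in turn. Offsets for GC content and transcript length and a fit without the 2 resting sgIcam1 libraries were added after the data were seen. When a group keeps 1 library, that library is assumed to vary like the other groups. In every group the counts of the 2 libraries differed by more than sampling noise (chi-square per degree of freedom 3.31 and 12.3 for resting sgCtrl and sgIcam1, 2.33 and 4.82 for activated sgCtrl and sgIcam1), so none was a copy. The 2 resting sgIcam1 libraries lay farthest apart, at -20.3 and 22.2 on the second principal component, which held 2.39% of the variance beside 91.8% on the first.

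The scripts were tested on simulated data drawn from the real means and library sizes, with 200 of 14173 genes changed. In the simulated resting comparison edgeR recovered 39 of 67 genes changed 1.3-fold, 50 of 67 changed 1.5-fold and 60 of 66 changed 2-fold, with 16 unchanged genes among 165 called. In the simulated activated comparison it recovered 44 of 67, 54 of 67 and 62 of 66, with 16 unchanged genes among 176 called. There camera called the raised list and 0 of the unchanged lists. Unchanged genes were thus 9.7% and 9.09% of edgeR's calls, a larger share than the threshold on adjusted p is meant to allow. With DESeq2 they were 4.29% and 5.88%, with fewer changed genes recovered at each fold, and with limma-voom 7.55% and 12.1%. The adjusted p-values of genes from edgeR may therefore be too small.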

Results

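RNA was sequenced from mouse CD8 T cells that carried the OT-I T cell receptor and the Cas9 nuclease and had received either a control guide RNA (sgCtrl) or a guide RNA against Icam1 (sgIcam1). Each guide was measured in the resting state and after 24 h on plate-bound anti-CD3, an antibody that triggers the T cell receptor complex. The 4 groups, resting sgCtrl, resting sgIcam1, activated sgCtrl and activated sgIcam1, held 2 libraries each, 8 in all. The resting sgCtrl libraries held 26787465 and 25341752 counts assigned to genes and the resting sgIcam1 libraries 29068761 and 23486476. The activated sgCtrl libraries held 29514139 and 27909026, and the activated sgIcam1 libraries 31036420 and 27129896. Levels are given in CPM (counts scaled to a common library size), and in the shallowest library 1 CPM stood for 23.5 counts. Of 49585 genes in the count table, 14422 had enough counts to be tested. The labels do not say that replicates came from separate cultures or animals, so p-values measure the spread between these libraries, which may be technical.

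Icam1 encodes ICAM-1, a cell surface ligand of the integrin LFA-1, and was the gene targeted by the guide. In the count table it is ENSMUSG00000037405, on chromosome 9 from 21015985 to 21028817 in the GRCm38 assembly. Its counts were 1941 and 1797 in the resting sgCtrl libraries and 1373 and 1111 in the resting sgIcam1 libraries. After activation they were 4542 and 4280 in sgCtrl and 2504 and 2144 in sgIcam1. Icam1 mRNA was thus lower in both sgIcam1 libraries than in both sgCtrl libraries of the same state. In resting cells it was 70.6 ± 0.461 CPM with sgCtrl and 46.8 ± 1.39 CPM with sgIcam1 (mean ± SD, n = 2 each), 66.3% of control, a log2 fold change of -0.59 (SE 0.0523, edgeR quasi-likelihood adjusted p = 0.000643). In activated cells it was 156 ± 1.57 and 81.2 ± 2.27 CPM, 52.2% of control, a log2 fold change of -0.94 (SE 0.0489, adjusted p = 2.64e-07). The difference between these effects did not pass the interaction test (log2 -0.34, SE 0.07, adjusted p = 0.0564). Small insertions or deletions made by Cas9 need not remove the mRNA, so the level checks the labels only as far as transcript is lost. The resting difference had adjusted p = 0.102 without sgCtrl resting replicate 1 and 0.0772 without replicate 2, at log2 -0.59 and -0.60.

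**Figure D1:**
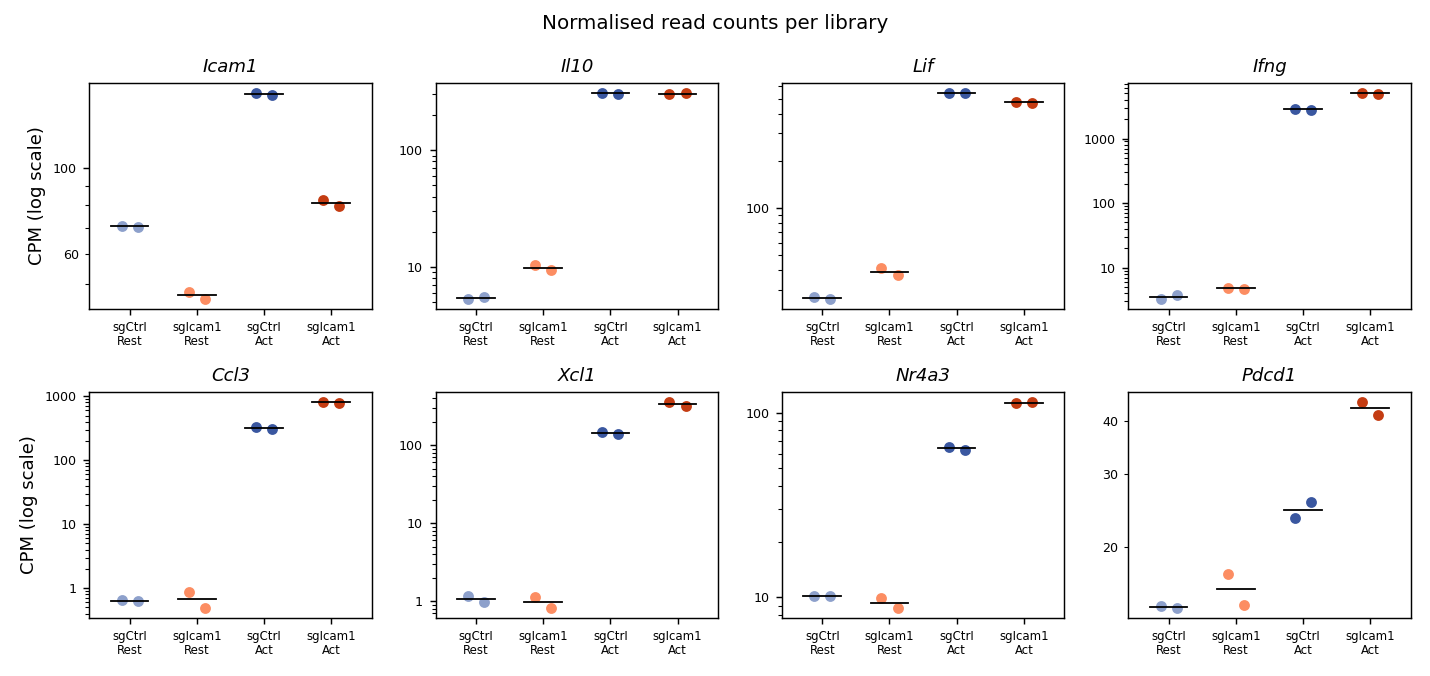
CPM (log axis) of 8 genes in each library, by group, with a bar at the mean of the 2 libraries. Icam1 was lower in sgIcam1 than in sgCtrl libraries in both states, and Ccl3, Xcl1 and Ifng rose with activation and reached higher levels in activated sgIcam1 libraries.

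The resting comparison asks what the Icam1 guide changed before restimulation. Besides Icam1, 2 genes passed the test, and both were higher with sgIcam1. Il10, which encodes an anti-inflammatory cytokine, rose 1.81-fold, from 5.44 ± 0.154 to 9.82 ± 0.664 CPM (n = 2 each, SE of the log2 fold change 0.09, edgeR adjusted p = 0.00177). Lif, which encodes the cytokine leukaemia inhibitory factor, rose 1.48-fold, from 26.5 ± 0.385 to 39.1 ± 2.79 CPM (SE 0.06, adjusted p = 0.003). For each of these 3 genes both sgIcam1 libraries lay on one side of both sgCtrl libraries. Ifng was 3.54 ± 0.357 and 4.76 ± 0.204 CPM, and Gzmb, the gene of granzyme B, was 4013 ± 74 and 4798 ± 339 CPM (adjusted p = 0.503 and 0.487). Itgal and Itgb2, which encode the LFA-1 chains, had log2 fold changes of 0.01 and -0.04 (adjusted p = 0.998 and 0.95).

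None of the calls of lists fixed in advance between the resting groups held with an estimated correlation. The largest median log2 fold change was that of ribosomal and small RNA genes (0.62), and the other called lists had medians between -0.10 and 0.16. Genes of the G1/S phase, which copy DNA, had a median log2 fold change of 0.16, with 29 of 30 members above 0 (camera adjusted p = 4.3e-24, and adjusted p = 0.102 with an estimated correlation). None of the 30 passed over all genes, and 21 were higher adjusted over the list alone. Without resting sgIcam1 replicate 1, 2 were higher and 1 lower over all genes, and without replicate 2, 16 were higher. Mcm6, part of the replicative helicase, was 296 ± 4.41 CPM in sgCtrl and 328 ± 4.45 CPM in sgIcam1 (adjusted p = 0.57 over all genes). All 30 genes of the G2/M phase, which drive mitosis, were above 0, at a median of 0.08 (adjusted p = 8.31e-09, and adjusted p = 0.0933 with an estimated correlation), and none of them passed over all genes or over the list alone. The G2/M list was the 1 list that fry called between the resting groups (fry adjusted p = 0.032). All 26 MYC target and ribosome biogenesis genes were also above 0, at a median of 0.13 (adjusted p = 2.72e-13, and adjusted p = 0.228 with an estimated correlation). Of these, 0 passed over all genes and 5 were higher adjusted over the list alone. Naive and memory-associated genes had a median of -0.10 (adjusted p = 3.35e-06, and adjusted p = 0.286 with an estimated correlation), with 0 of 26 past the threshold over all genes and 2 lower adjusted over the list alone. Beside these lists, transcripts of ribosomal and small RNA took 0.413% ± 0.000219 of the counts in resting sgIcam1 and 0.302% ± 0.0242 in resting sgCtrl libraries (n = 2 each).

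The 3 genes are the calls of edgeR's test, DESeq2 called 12, and 965 genes had an unadjusted p under 0.05 where 721.1 would by chance. No gene passed without either sgCtrl resting library, when Il10 had adjusted p = 0.223 and 0.106 and Lif 0.323 and 0.345 (without replicates 1 and 2), whereas 436 genes (79 higher, 357 lower) passed without sgIcam1 resting replicate 1 and 512 (383 higher, 129 lower) without replicate 2.

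The activated comparison asks what the Icam1 guide changed after 24 h of anti-CD3. Chemokine genes rose as a group, with 6 of 9 measured members higher, 0 lower and 3 not past the threshold, 7 higher adjusted over the list alone, and a median log2 fold change of 0.93 (camera adjusted p = 5.5e-69, and adjusted p = 0.00521 with an estimated correlation). Ccl3, which encodes an attractant of myeloid and T cells and lies on chromosome 11 from 83647844 to 83649355, rose 2.49-fold, from 321 ± 11.1 to 800 ± 13.1 CPM (n = 2 each, SE of the log2 fold change 0.06, edgeR adjusted p = 8.74e-08). Xcl1, which attracts cross-presenting dendritic cells, rose 2.39-fold, from 142 ± 5.28 to 338 ± 24.8 CPM (SE 0.06, adjusted p = 2.35e-07). Ccl4 rose from 158 ± 2.45 to 292 ± 1.14 CPM and Ccl9 from 52.9 ± 0.665 to 101 ± 3.46 CPM. The Ccl genes form a family of similar sequences, and their values are uncertain where a read could come from several members.

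Of 18 measured T cell cytokine genes, 6 were higher with sgIcam1, 1 was lower and 11 did not pass, and 6 were higher and 2 lower adjusted over the list alone. The list median was 0.06 (camera adjusted p = 4.59e-14, and adjusted p = 0.0501 with an estimated correlation). Il3, which encodes a growth factor of haematopoietic cells, rose 2.93-fold, from 37.3 ± 1 to 109 ± 7.11 CPM (n = 2 each, SE 0.06, edgeR adjusted p = 2.64e-07). Il13, a cytokine gene of type 2 immunity, rose 2.66-fold to 49 ± 0.0533 CPM, and Csf2, the gene of GM-CSF, rose 1.82-fold to 14.5 ± 0.15 CPM. Ifng, the gene of interferon gamma on chromosome 10 from 118441047 to 118445892, rose 1.76-fold, from 2836 ± 58.6 to 5003 ± 72.1 CPM (SE 0.06, adjusted p = 2.78e-06). An annotated gene model on the same strand covers 25.9% of its exons, which makes its counts uncertain by an unknown amount. Tnf was 39.3 ± 2.19 CPM in sgCtrl, with a log2 fold change of -0.12 (adjusted p = 0.453), and Il2 was low in both groups, at 0.849 ± 0.127 and 1.45 ± 0.366 CPM (adjusted p = 0.32). Cytotoxic granule genes were not called as a list (adjusted p = 0.0688), with 2 of 25 members higher, 3 adjusted over the list alone. These 2 were 0 and 1 without activated sgCtrl replicates 1 and 2, 1 without either resting sgCtrl or either activated sgIcam1 library, and 7 without either resting sgIcam1 library. Gzmb stood at 16198 ± 552 and 16921 ± 621 CPM (adjusted p = 0.765).

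Genes of inhibitory receptors and exhaustion rose in 8 and fell in 1 of 20 measured members (10 and 3 adjusted over the list alone, camera adjusted p = 6.99e-12, and adjusted p = 0.0209 with an estimated correlation). Pdcd1, which encodes the inhibitory receptor PD-1, rose 1.75-fold, from 24.6 ± 1.58 to 43 ± 2.11 CPM (n = 2 each, SE 0.08, edgeR adjusted p = 0.000101). Nr4a3, a transcription factor gene induced by T cell receptor signals, rose 1.77-fold, from 63.9 ± 1.87 to 113 ± 0.799 CPM (SE 0.05, adjusted p = 1.82e-06), and its relative Nr4a2 rose 1.36-fold. Of 30 immediate early genes of the T cell receptor, 8 were higher and 1 was lower (13 and 2 adjusted over the list alone, adjusted p = 1.76e-15, and adjusted p = 0.143 with an estimated correlation). Among them Spry1, which encodes a feedback regulator of receptor tyrosine kinase signalling, rose 2.22-fold, and Dusp4, which encodes a phosphatase of MAP kinases, rose 1.33-fold. NF-kB targets were higher in 4 of 19 and lower in none (13 higher adjusted over the list alone, adjusted p = 9.21e-10, and adjusted p = 0.0489 with an estimated correlation). Costimulatory receptors and ligands were higher in 6 of 22 (13 higher and 2 lower adjusted over the list alone, adjusted p = 1.55e-09, and adjusted p = 0.0489 with an estimated correlation), among them Tnfsf11 and Tnfsf4, which encode RANKL and OX40L and rose 1.35-fold each. Type I interferon-stimulated genes were higher in 7 of 30 and lower in none (12 higher adjusted over the list alone, adjusted p = 1.01e-11, and adjusted p = 0.0209 with an estimated correlation). Isg15, which encodes a ubiquitin-like protein, rose 1.71-fold to 12.8 ± 0.466 CPM, and Zbp1, a sensor of nucleic acids, rose 1.38-fold to 64.7 ± 3.05 CPM.

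Fewer genes were lower with sgIcam1. Among the lower genes named by the rule, those that passed in every fit with 1 library left out were Icam1, Ermn, Anxa3 and Ctla2b, and lower genes outside the rule were not looked up in this way. Ermn, which encodes a cytoskeletal protein known from oligodendrocytes, fell from 21.7 ± 0.667 to 11.7 ± 1.21 CPM (n = 2 each, log2 fold change -0.89, SE 0.10, edgeR adjusted p = 0.000395). Anxa3, an annexin gene, fell from 30.8 ± 1.56 to 18.8 ± 1.02 CPM, and Ctla2b, a gene homologous to cysteine protease propeptides whose exons overlap another gene model over 68.7% of their length and whose counts are uncertain for that reason, from 48.9 ± 2.16 to 34 ± 2.36 CPM. Genes of ICAM and LFA-1 adhesion other than Icam1 were not called as a list (adjusted p = 0.696), with 0 of 29 higher and 4 lower (3 and 5 adjusted over the list alone), and the 4 lower were 0 without either activated sgCtrl library and 3 and 1 without activated sgIcam1 replicates 1 and 2. Itgal and Itgb2 had log2 fold changes of -0.10 and -0.09. The G1/S list had 0 of 30 members past the threshold, over all genes or over the list alone (adjusted p = 0.696), and Mki67, a marker of cycling cells, was 346 ± 8.99 CPM in sgCtrl and 340 ± 14.3 CPM in sgIcam1.

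Signs of RNA composition moved with these groups. Mitochondrially encoded transcripts took 1.62% ± 0.0551 of counts in activated sgCtrl and 1.25% ± 0.12 in activated sgIcam1 libraries (n = 2 each). All 12 measured ones lay below 0, at a median log2 fold change of -0.33, with 1 past the threshold over all genes and 9 adjusted over the list alone (camera adjusted p = 2.66e-08, and adjusted p = 0.345 with an estimated correlation). The count of 1, mt-Cytb, was 0 without either activated sgCtrl library or activated sgIcam1 replicate 2, 2 without activated sgIcam1 replicate 1 and 4 without either resting sgCtrl library. It stayed at 1 without resting sgIcam1 replicates 1 and 2, but mt-Cytb itself did not pass there (adjusted p = 0.197 and 0.2). Genes of CD4 and regulatory T cells were higher in 2 of 9, 3 adjusted over the list alone (adjusted p = 8.08e-06, and adjusted p = 0.159 with an estimated correlation), and in 1 without either activated sgCtrl library or activated sgIcam1 replicate 2. Of those 2 genes 1, Cd40lg, the gene of the CD40 ligand, is also on the costimulatory list. Of other markers Pecam1, from the stromal and endothelial list, was higher in activated sgIcam1 cells (log2 fold change 0.30, adjusted p = 0.0125, list 1 of 3) and Trdc, from the gamma-delta T and NK list, lower (-0.27, adjusted p = 0.0281, list 1 of 8). Without activated sgCtrl replicates 1 and 2 the adjusted p was 0.15 and 0.195 for Pecam1 and 0.103 and 0.381 for Trdc. It was 0.0515 and 0.0509 for Pecam1 and 0.0648 and 0.0647 for Trdc without resting sgCtrl replicates 1 and 2, 0.166 for Pecam1 without activated sgIcam1 replicate 1, and 0.174 and 0.191 for Trdc without activated sgIcam1 replicates 1 and 2. Il2ra, the most abundant member, was 5752 ± 58.6 and 5667 ± 68.4 CPM.

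Between activated sgIcam1 and sgCtrl cells 351 genes changed, 2.43% of those tested, 253 higher and 98 lower, and 35 of them by over 2-fold (32 higher, 3 lower). Of all tested genes 49.2% had libraries of the 2 groups that did not overlap, where 33.3% would by chance, and the median fold of the called genes was 1.36 for the higher and 1.26 for the lower genes. The count was 80 without either activated sgCtrl library, 150 and 121 without activated sgIcam1 replicates 1 and 2, 214 and 213 without resting sgCtrl replicates 1 and 2, and 1243 and 1252 without resting sgIcam1 replicates 1 and 2. Of the 61 genes named by the rule and past the threshold, 27 passed in all of these fits, among them every gene named above as higher or lower in this comparison except mt-Cytb, Pecam1 and Trdc, as given above, and Cd40lg (adjusted p = 0.0908 and 0.0771 without activated sgCtrl replicates 1 and 2, and 0.083 without activated sgIcam1 replicate 2). The list members counted as higher also varied: without activated sgCtrl replicates 1 and 2 they were 5 and 4 chemokines, 4 and 4 cytokines, 4 and 3 inhibitory receptor genes, 5 and 4 immediate early genes, 0 and 1 NF-kB targets, 2 and 2 costimulatory genes and 2 and 3 type I interferon-stimulated genes, with no lower member in any of these lists. Without activated sgIcam1 replicates 1 and 2 they were 4 and 4 cytokines, 5 and 5 inhibitory receptor genes, 1 and 1 NF-kB targets, 3 and 2 costimulatory genes and 2 and 2 interferon-stimulated genes. Without either resting sgCtrl library 1 NF-kB target was higher and no cytokine or inhibitory receptor gene was lower, and without either resting sgIcam1 library 12 NF-kB targets, 12 costimulatory, 13 immediate early and 11 interferon-stimulated genes were.

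The comparison of activated with resting sgCtrl cells asks how control cells responded to anti-CD3. Cytokine and chemokine genes rose most. Of 18 cytokine genes 16 rose and 2 fell, over all genes and adjusted over the list alone, at a median log2 fold change of 5.08 (camera adjusted p = 1.84e-25, and adjusted p = 0.0207 with an estimated correlation). The median was 5.08 also with members at 0 in a group set to their bound, a floor of 3 counts over the 2 libraries. Ifng rose 802-fold, from 3.54 ± 0.357 to 2836 ± 58.6 CPM (n = 2 each, SE of the log2 fold change 0.09, edgeR adjusted p = 3.3e-16), and Il24 rose 200-fold to 863 ± 19.6 CPM. Il22, which encodes a cytokine that acts on epithelia, had no counts in resting sgCtrl libraries and 103 ± 4.2 CPM in activated ones, at least 1817-fold higher. Il3 and Il6 also had no counts at rest and were at least 659-fold and 550.1-fold higher. Of 9 chemokine genes 8 rose and none fell, also adjusted over the list alone (adjusted p = 6.04e-13, and adjusted p = 0.0207 with an estimated correlation), and Ccl3 rose 496-fold. The chemokine median was 5.45, or 5.08 with the member at 0 set to its bound.

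Metabolic genes rose with activation in sgCtrl cells. All 26 MYC target and ribosome biogenesis genes rose, also adjusted over the list alone (camera adjusted p = 4.86e-19, and adjusted p = 0.0914 with an estimated correlation). Of 20 glycolysis genes 19 rose and none fell, also adjusted over the list alone (adjusted p = 2.89e-15, and adjusted p = 0.126 with an estimated correlation). Hk2, which encodes the glycolytic enzyme hexokinase 2, rose 10.5-fold, from 57.8 ± 1.73 to 608 ± 2.45 CPM (n = 2 each, SE 0.06, edgeR adjusted p = 1.37e-14). Of 22 hypoxia response genes 18 rose and 1 fell, also adjusted over the list alone (adjusted p = 3.74e-13, and adjusted p = 0.0207 with an estimated correlation). Cytotoxic genes went both ways, 12 up and 11 down of 25 (adjusted p = 0.0522), with a 4.04-fold rise of Gzmb and a 7.63-fold rise of Prf1, the perforin gene. Mitotic genes fell in 29 of 30 G2/M members, also adjusted over the list alone (adjusted p = 7.33e-15, and adjusted p = 0.0207 with an estimated correlation). Ccnb2, a mitotic cyclin gene, fell from 148 ± 2.79 to 34.9 ± 1.6 CPM, and Mki67 from 906 ± 36.8 to 346 ± 8.99 CPM.

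Interferon-induced transcripts fell in control cells although Ifng rose. Of 29 genes of interferon gamma-induced GTPases and antigen presentation 27 fell and 1 rose, also adjusted over the list alone (camera adjusted p = 7.72e-18, and adjusted p = 0.0207 with an estimated correlation). Of 30 type I interferon-stimulated genes 24 fell and 2 rose, also adjusted over the list alone (adjusted p = 9.02e-12, and adjusted p = 0.0207 with an estimated correlation). Iigp1, an immunity-related GTPase gene, fell from 160 ± 9.34 to 7.82 ± 0.175 CPM (n = 2 each, log2 fold change -4.35, SE 0.07, edgeR adjusted p = 1.45e-14). Naive and memory-associated genes fell in 21 of 26 and rose in 4, also adjusted over the list alone (adjusted p = 3.4e-08, and adjusted p = 0.126 with an estimated correlation). Tcf7, which encodes a transcription factor of naive and memory T cells, fell from 486 ± 5.19 to 22.9 ± 0.904 CPM, whereas Ccr7, a lymph node homing receptor gene, rose 6.59-fold. Bcl2l11, which encodes the pro-apoptotic protein BIM, fell from 216 ± 5.46 to 14.1 ± 0.202 CPM. In all, 10707 genes changed (5327 higher, 5380 lower), 74.2% of those tested, and 4751 of them by over 2-fold.

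The same comparison in sgIcam1 cells asks how these cells responded. It gave 10742 changed genes, 5330 higher and 5412 lower, 4757 of them by over 2-fold. Higher in both guides were 4885 genes and lower in both 4956, where independent lists would share 1968.7 and 2018.9. Only 3 genes rose in sgCtrl and fell in sgIcam1 cells, and 6 fell in sgCtrl and rose in sgIcam1 cells. Ifng rose 1048-fold in sgIcam1 cells, from 4.76 ± 0.204 to 5003 ± 72.1 CPM (n = 2 each, SE 0.09, edgeR adjusted p = 1.75e-16). Pdcd1 rose 2.68-fold in sgIcam1 cells, from 15.9 ± 1.93 to 43 ± 2.11 CPM (SE 0.08, adjusted p = 2.8e-09), and 1.71-fold in sgCtrl cells. Icam1 itself rose 1.74-fold in sgIcam1 and 2.20-fold in sgCtrl cells. Across 11599 genes called with either guide, the slope of the sgIcam1 on the sgCtrl log2 fold changes was 1.04 (SD 0.0094 over 16 pairings of single libraries, which gave 1.02 to 1.04), and genes are not independent replicates. The pairings reuse the same libraries, so this SD is not a spread between replicates. The range of the slope was wider with 1 library left out, as given below.

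**Figure D2:**
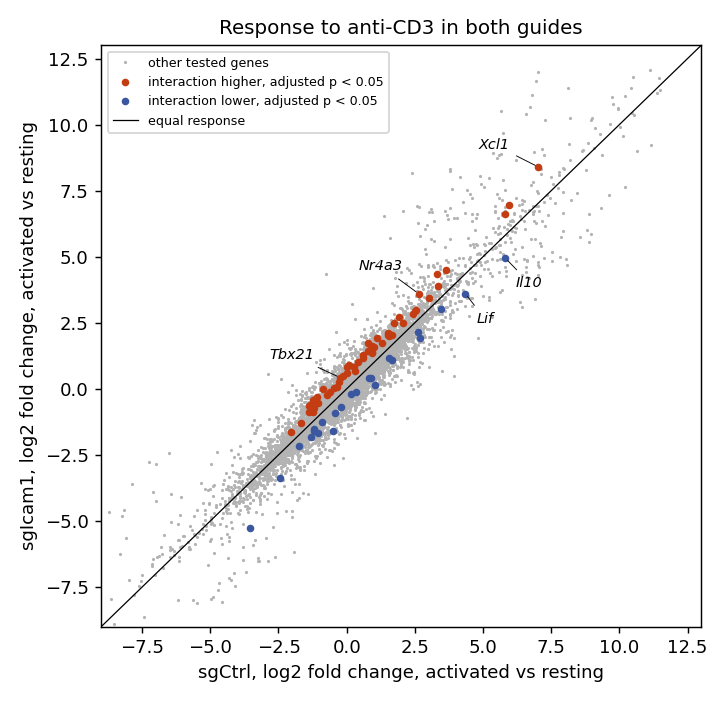
Log2 fold change of activated over resting cells in sgIcam1 (vertical axis) against sgCtrl (horizontal axis), 1 point per gene. The points follow a line of slope 1.04 across the 11599 genes called with either guide.

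The interaction test asks whether the guide effect differed between the states, and 78 genes passed it. Of these, 55 had a more positive effect in activated cells and 23 a more negative one. With resting sgIcam1 replicate 2 left out this balance turned, and more of the genes that passed were more negative than more positive. Nr4a3 had a guide effect of -0.12 (log2) in resting and 0.83 in activated cells, a difference of 0.94 (SE 0.10, edgeR adjusted p = 0.00114). For Ccl4 the effects were -0.14 and 0.89, a difference of 1.02 (SE 0.14, adjusted p = 0.00834). Il10 and Lif went the other way, with effects of 0.86 and 0.56 in resting cells and 0.00 and -0.19 in activated cells, differences of -0.86 and -0.75 (adjusted p = 0.00207 and 0.00109). Type I interferon-stimulated genes had a median difference of 0.43, with 3 of 30 higher and none lower, 11 higher adjusted over the list alone (camera adjusted p = 9.37e-14, and adjusted p = 0.039 with an estimated correlation). Ifng, higher in activated sgIcam1 cells, did not pass the interaction test (difference 0.39, SE 0.14, adjusted p = 0.341). The count was 5 without either resting sgCtrl library, 1148 and 341 without resting sgIcam1 replicates 1 and 2, 11 without either activated sgCtrl library, and 18 and 16 without activated sgIcam1 replicates 1 and 2, and the 3 interferon-stimulated genes were 0 in all of these except without resting sgIcam1 replicates 1 and 2 (9 and 8). Without resting sgCtrl replicates 1 and 2 the adjusted p was 0.058 and 0.0532 for Nr4a3 and Lif, 0.0781 and 0.143 for Ccl4, and 0.0861 and 0.0532 for Il10.

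A further question is whether genes higher in activated sgIcam1 cells were those that activation raised. Of the 253 genes higher with sgIcam1, 176 had risen with activation in sgCtrl cells (69.6%, exact 95% interval 63.5 to 75.2%), 59 had fallen and 18 were not called, whereas 36.9% of all tested genes rose. This interval treats genes as independent and leaves out the spread between libraries. Leaving out 1 library moved the share of 69.6% beyond the interval on both sides, as given below. Of the 98 genes lower with sgIcam1, 27 had risen (27.6%, interval 19.0 to 37.5%) and 67 had fallen. Only 6 of them passed a test against a minimum change of 1.2-fold, and of these 4 had risen (66.7%). Both comparisons use the activated sgCtrl libraries with opposite sign, and in 20 simulations of unchanged groups 29.1% (23.7 to 34.0%) of the highest and 44.4% (36.7 to 54.1%) of the lowest genes had risen. With activation in sgIcam1 cells, where the activated sgIcam1 libraries are shared with the same sign, 79.1% of the 253 had risen, beside 42.4% (35.2 to 47.4%) in the simulations. For the lower genes that share was 23.5%, within the simulated range (27.3%, 20.4 to 37.8%), so for the lower genes the difference from the simulations was not seen with both guides. In the simulations the shared libraries thus lower the share of the higher genes for activation in sgCtrl cells and raise it for activation in sgIcam1 cells, with the reverse for the lower genes, and groups of 2 cannot be split to avoid sharing. Independent lists would share 93.4 of the 253 genes. The covariance of the log2 fold changes was 0.0541, beside -0.0488 in the simulations. Ccl3, Xcl1, Ifng, Nr4a3 and Pdcd1 were among the genes that rose with activation and were higher with sgIcam1.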

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

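The tests of a larger share of responding cells (by genes called lower, by the spread of guide effects and by genes that fell with activation), the offsets for GC content and length, and the requirement that a bound be passed by more than its spread were chosen after the results were seen, and the other tests before. Without that requirement the 0.129 and the -0.0607 given below would have met the bounds set in advance, which argue against 1 library for G1/S genes and against GC content for mitochondrially encoded transcripts.

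The effect of the Icam1 guide differed between activated and resting cells in 78 genes by edgeR's interaction test, and the values below are those differences on the log2 scale, activated minus resting. Among named genes the difference was positive for the chemokine and cytokine genes Xcl1 (1.36), Ccl4 (1.02), Csf2 (0.97) and Ccl5 (0.70), for the transporter gene Slc37a2 (0.86) and for the signalling and receptor genes Rgs2 (1.02), Adora2a (0.83), Pdcd1 (0.65), Cd6 (0.60), Tnfsf4 (0.59), Tnfsf11 (0.46), Dusp4 (0.43), Itgb3 (0.41) and Tnfsf8 (0.40). It was positive for the transcription regulators Nr4a3 (0.94), Nr4a2 (0.87), Hivep3 (0.81), Tbx21 (0.65) and Rel (0.57), for Tnfaip3 (0.38), which encodes a ubiquitin-editing enzyme, for the antiproliferative gene Btg1 (0.35) and for the interferon-induced genes Slfn5 (0.81), Ifih1 (0.49), Dhx58 (0.47) and Bst2 (0.44). It was negative for Fyb (-0.33), Tipin (-0.36), Ctla2b (-0.51), Enah (-0.57), Hemgn (-0.63), Lif (-0.75), Dctd (-0.76), Il10 (-0.86), Ly6g (-0.88), Rn7sk (-1.08) and Klhl30 (-1.75). None of these 36 named genes passed without resting sgCtrl replicate 1 or without replicate 2, 5 passed without either activated sgCtrl library, 9 and 8 without activated sgIcam1 replicates 1 and 2, and all 36 without either resting sgIcam1 library.

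By camera, 17 lists had a guide effect that differed between the states, and the values are the median differences of their members. They were 0.93 for chemokines, 0.61 for markers of myeloid and dendritic cells, 0.46 for CD4 and regulatory T cells, 0.43 for type I interferon-stimulated genes, 0.28 for NF-kB targets, 0.20 for inhibitory receptors, 0.19 for immediate early genes, 0.12 for costimulation, 0.10 for terminal effector and 0.0514 for naive and memory genes. They were -0.0507 for cytokines (where the mean was 0.41 and the test pointed down), -0.0507 for IL-2 and STAT5 targets, -0.0752 for G2/M, -0.0907 for cholesterol biosynthesis, -0.15 for MYC targets, -0.18 for G1/S and -0.47 for mitochondrially encoded transcripts. With an estimated correlation only the type I interferon-stimulated list was called (adjusted p = 0.039). Of the 17 lists 8 lost the call without 1 library. Without resting sgIcam1 replicate 1 these were cytokines (adjusted p = 0.353), IL-2 and STAT5 targets (0.683), cholesterol biosynthesis (0.251), terminal effector genes (0.0922) and G2/M (0.0569). Without resting sgIcam1 replicate 2 they were naive and memory genes (0.114), CD4 and regulatory T cells (0.0596) and myeloid and dendritic cells (0.056). Without resting sgCtrl replicate 1 they were G2/M (0.0537), IL-2 and STAT5 targets (0.0757) and myeloid and dendritic cells (0.07), and IL-2 and STAT5 targets lost it also without resting sgCtrl replicate 2 (0.0809), activated sgCtrl replicate 1 (0.187) and activated sgIcam1 replicate 2 (0.0727).

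The first pattern is the 253 genes higher in activated sgIcam1 than in activated sgCtrl libraries. GC content or length as the whole cause is argued against, since 96.8% of them were called higher again with GC and length offsets. At least 97.6% were called higher again under each of 3 other scalings. The TMM factors ran only from 0.975 to 1.03, so scaling by library totals was nearly the same and this test could hardly have failed. It does not decide on library scaling as a cause. A larger share of responding cells would raise genes induced at least 16-fold by 1 common factor, and the test by genes called lower (1.32%, 4 of 302) did not decide, but 27.2% of the 302 (82 genes) lay more than 3 SE from their median guide effect. In addition 36 of the higher genes fell with activation in sgIcam1 cells, which a larger responding share alone forbids. The guide, which the design names, and a difference between the cultures stay open and were not separated, because the labels do not say how cultures were replicated.

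The second pattern is the higher level of G1/S genes in resting sgIcam1 libraries, a median of 0.16 on the log2 scale. GC content and length as the cause are argued against, since the median was 0.155 with the offsets and 0.161 without them. The medians without 1 resting library ran from 0.129 (without sgIcam1 replicate 1) to 0.189 (without sgIcam1 replicate 2). All lay above the bound of 80% set in advance, but the lowest by less than the spread of these medians. Dependence on 1 library therefore stays open. No biological explanation beyond the guide was tested.

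The third pattern is the lower level of mitochondrially encoded transcripts in activated sgIcam1 libraries, a median of -0.335. Nuclear genes in the same range of GC content (34.1% to 39.9%, 652 genes) had a median of -0.0607 (95% interval -0.0695 to -0.0512), near the bound of 20% set in advance, and with GC and length offsets the median moved to -0.175 and its list call ended (adjusted p = 0.212, interquartile range 0.111 before and 0.0874 after), so GC content stays open for a part of it. The median was -0.268 without activated sgIcam1 replicate 2 and -0.447 without replicate 1, so the size depends on 1 library and that explanation stays open too. Guide and RNA quality cannot be told apart here.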

How the results depend on the processing

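Offsets for GC content and length and the fit of 6 libraries were chosen after seeing the data, and the other alternatives before. The counts of genes changed by activation stayed within 1.5 times of their main value in every alternative run. Of the genes changed between activated sgIcam1 and sgCtrl cells, 346 of 351 were called again with median-of-ratios size factors, 343 with library totals, 350 without mitochondrial, ribosomal and small RNA, 264 with DESeq2 and 328 with limma-voom.

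The count of 3 under genes changed: sgIcam1 vs sgCtrl, resting became 5 with library totals, 12 with DESeq2, 35 with no filter on low counts, 0 with only the 4 libraries compared, 34 at an unadjusted p under 0.001 and 14 with GC and length offsets. The count of 351 under genes changed: sgIcam1 vs sgCtrl, activated became 633 with no filter and 1120 with only the 4 libraries. It was 160 at adjusted p under 0.01 and 68 (62 higher, 6 lower) in a test against a minimum change of 1.2-fold. It was 545 with GC and length offsets and 1258 with 6 libraries. The count of 78 under genes changed: interaction became 43 with limma-voom, 229 with no filter and 150 with GC and length offsets. It was 17 at adjusted p under 0.01, 144 at an unadjusted p under 0.001 and 10 in the test against 1.2-fold. Stricter or looser thresholds change counts by construction, and the cause of the other changes was not tested.

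Replicate numbers are shared between groups, but deviations of same-numbered libraries correlated between -0.187 and 0.294, with 3 of 6 pairs of groups above 0.1, so the numbers are not taken to pair libraries. With the replicate block the counts were 10 and 458 for genes changed: sgIcam1 vs sgCtrl, resting and genes changed: sgIcam1 vs sgCtrl, activated, and 139 for genes changed: interaction.

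Leaving out 1 library gave 0 to 512 genes in resting cells, 80 to 1252 in activated cells and 5 to 1148 for the interaction, with the libraries named in the report. Fewer libraries leave fewer degrees of freedom, and without a resting sgIcam1 library the shared spread no longer holds the gap between those 2. The Icam1 log2 fold change in resting cells ranged from -0.63 to -0.56. It was -0.59 with only the 4 libraries compared, where its adjusted p was 0.0789. Its call was kept in every other alternative run except without either resting sgCtrl library, as given in the report.

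With an estimated correlation 0 of 11 lists stayed called in resting cells, 5 of 10 in activated cells, 6 of 24 and 8 of 26 for activation in sgCtrl and sgIcam1 and 1 of 17 for the interaction, and fry called 1 list in resting cells and 8 for the interaction. A list changed sign and crossed the threshold in 3 fits, and the cause was not tested. These were list RNA quality: mitochondrially encoded, resting without sgCtrl replicate 1 (adjusted p = 0.584, and 6.64e-18 to 0.584 over all 8 fits), list glycolysis, resting without sgIcam1 replicate 1 (0.0213, and 0.0148 to 0.984) and list amino acid response and one-carbon, interaction without resting sgIcam1 replicate 2 (0.039, and 0.039 to 0.955). Leaving out 1 library, 30 list results lost the call, 33 gained it and 1214 kept their side, and of the named genes 358 results lost it, 59 gained it and 4007 kept their side.

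For the direction of guide effect among activation-responsive genes: higher genes that rose were 77.4% of those passing the test against 1.2-fold. Without 1 library they were 60% to 77.2%. For the direction of guide effect among activation-responsive genes: lower genes that rose were 66.7% of those passing the test against 1.2-fold (4 of 6 genes). Without 1 library they were 22.5% to 38.5%. The slope of the activation responses was 1.01 to 1.09 without 1 library. Depth limits genes near 1 CPM, such as Il2, most.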

Other observations

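Activation in sgCtrl cells also raised genes of amino acid supply and of the secretory pathway. Of 25 amino acid response and one-carbon genes 23 rose and 2 fell (camera adjusted p = 2.28e-09, and adjusted p = 0.182 with an estimated correlation), and of 20 genes of the unfolded protein response 15 rose and 3 fell (adjusted p = 9.55e-05, and adjusted p = 0.232 with an estimated correlation). Cholesterol biosynthesis genes rose in 21 of 24 and fell in 1 (adjusted p = 4.34e-06, and adjusted p = 0.126 with an estimated correlation), and 15 of 20 IL-2 and STAT5 targets rose and 3 fell (adjusted p = 4.05e-14, and adjusted p = 0.126 with an estimated correlation). Il2ra, which encodes the IL-2 receptor alpha chain, rose 10.1-fold, from 567 ± 3.03 to 5752 ± 58.6 CPM (n = 2 each). These counts were the same adjusted over the list alone. NF-kB targets rose in 17 of 19 and fell in 1 (adjusted p = 1.81e-07, and adjusted p = 0.0682 with an estimated correlation), and nuclear oxidative phosphorylation genes rose in 19 of 27 and fell in 1 (adjusted p = 0.0432, and adjusted p = 0.499 with an estimated correlation, 0.0521 without resting sgCtrl replicate 1 and 0.0618 without activated sgCtrl replicate 1).

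Genes of cell death and identity went both ways in sgCtrl cells. Pro-apoptotic and death receptor genes fell in 13 and rose in 5 of 22 (camera adjusted p = 0.0392, and adjusted p = 0.205 with an estimated correlation), and anti-apoptotic genes rose in 9 and fell in 5 of 15 (adjusted p = 0.263). Costimulatory genes rose in 11 and fell in 9 of 22 (adjusted p = 0.0224, and adjusted p = 0.232 with an estimated correlation, 0.0554 without resting sgCtrl replicate 1), inhibitory receptor genes rose in 12 and fell in 8 of 20 (adjusted p = 0.0029, and adjusted p = 0.0922 with an estimated correlation), and terminal effector genes rose in 10 and fell in 12 of 23 (adjusted p = 0.116). CD8 T cell identity genes fell in 13 and rose in 3 of 17 (adjusted p = 0.00421, and adjusted p = 0.349 with an estimated correlation). Adhesion genes fell in 17 and rose in 8 of 29 (adjusted p = 0.00435, and adjusted p = 0.236 with an estimated correlation), among them Rasgrp2, an activator of RAP1, which fell from 136 ± 3.84 to 10.5 ± 0.161 CPM.

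In activated cells 4 of 23 terminal effector genes were higher with sgIcam1 and none lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.000464, and adjusted p = 0.0628 with an estimated correlation). Among the 4 was Irf8, a transcription factor gene, which was 1.36-fold higher, at 256 ± 6.07 CPM in sgCtrl and 347 ± 1.72 CPM in sgIcam1. The 4 were 1 without activated sgCtrl replicate 1, where only Irf8 stayed, and 8 without either resting sgIcam1 library. Lists with 0 members past the threshold between activated guides included MYC targets, glycolysis, cholesterol, amino acid response, unfolded protein response, oxidative phosphorylation, G2/M, pro-apoptotic and anti-apoptotic genes. Pkm, a glycolytic enzyme gene, was 3955 ± 51.7 CPM in activated sgCtrl and 3930 ± 258 CPM in activated sgIcam1 libraries.

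Of the 11 lists camera called between resting guides, 6 are not given elsewhere in this text, and none of them held with an estimated correlation. They were cholesterol biosynthesis (0 of 24 past the threshold, adjusted p = 2.04e-06, and adjusted p = 0.228 with an estimated correlation), cytokines (2 of 18 higher, 5 adjusted over the list alone, 5.43e-06, and 0.228), the unfolded protein response (0 of 20, 3 higher adjusted over the list alone, 9.16e-05, and 0.424), IL-2 and STAT5 targets (1 of 20 higher, 2 adjusted over the list alone, 0.000483, and 0.474), mitochondrially encoded transcripts (0 of 12, 0.00102, and 0.537) and interferon gamma-induced genes (0 of 29, 1 higher adjusted over the list alone, 0.00102, and 0.262). All 6 also lost the call without resting sgIcam1 replicate 1 (adjusted p = 0.0720, 0.125, 0.12, 0.598, 0.235 and 0.236 in the same order), and the unfolded protein response and mitochondrially encoded transcripts lost it without resting sgCtrl replicate 1 (0.0621 and 0.584). Median, mean and test differ in sign for cytokines in resting cells (median 0.0687, mean -0.0869, test up).

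Markers of other cells were low or followed activation. The 9 measured markers of CD4 and regulatory T cells went both ways with activation in sgCtrl cells, 6 up and 3 down. Their median log2 fold change was 2.81 (camera adjusted p = 0.0092, and adjusted p = 0.236 with an estimated correlation). Of 5 measured B cell markers 4 fell and 1 rose (adjusted p = 0.0862), and Ighm was 155 ± 4.89 CPM in resting and 14.9 ± 0.748 CPM in activated sgCtrl libraries (n = 2 each). Of 8 measured markers of gamma-delta T and NK cells 5 fell and 2 rose with activation in sgCtrl cells, 6 fell adjusted over the list alone (adjusted p = 0.0108, and adjusted p = 0.126 with an estimated correlation), with Trdc at 138 ± 5.03 and 48.5 ± 2.15 CPM. Of the 6 measured markers of myeloid and dendritic cells 3 rose and 2 fell (adjusted p = 0.772), and Cst3, the most abundant, was 41 ± 3.11 and 57 ± 4.54 CPM. Erythroid and platelet markers had 2 measured genes (0 rose, 1 fell) and stromal and endothelial markers 3 (1 rose, 2 fell), too few to test as lists. The 1 that rose, Lum, had no counts in resting and 12.8 ± 0.509 CPM in activated sgCtrl libraries. Stress genes of dissociation and heat shock rose in 10 and fell in 1 of 12 with activation in sgCtrl cells (camera adjusted p = 0.000967, and adjusted p = 0.194 with an estimated correlation), and 0 of 12 passed between the guides in either state. Ribosomal and small RNA genes had 0 of 8 past the threshold between resting guides and 4 higher adjusted over the list alone (median 0.62, adjusted p = 6.34e-09, and adjusted p = 0.187 with an estimated correlation).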
